# Expanded identification and characterization of mammalian circular RNAs

**DOI:** 10.1186/s13059-014-0409-z

**Published:** 2014-07-29

**Authors:** Junjie U Guo, Vikram Agarwal, Huili Guo, David P Bartel

## Abstract

**Background:**

The recent reports of two circular RNAs (circRNAs) with strong potential to act as microRNA (miRNA) sponges suggest that circRNAs might play important roles in regulating gene expression. However, the global properties of circRNAs are not well understood.

**Results:**

We developed a computational pipeline to identify circRNAs and quantify their relative abundance from RNA-seq data. Applying this pipeline to a large set of non-poly(A)-selected RNA-seq data from the ENCODE project, we annotated 7,112 human circRNAs that were estimated to comprise at least 10% of the transcripts accumulating from their loci. Most circRNAs are expressed in only a few cell types and at low abundance, but they are no more cell-type-specific than are mRNAs with similar overall expression levels. Although most circRNAs overlap protein-coding sequences, ribosome profiling provides no evidence for their translation. We also annotated 635 mouse circRNAs, and although 20% of them are orthologous to human circRNAs, the sequence conservation of these circRNA orthologs is no higher than that of their neighboring linear exons. The previously proposed miR-7 sponge, CDR1as, is one of only two circRNAs with more miRNA sites than expected by chance, with the next best miRNA-sponge candidate deriving from a gene encoding a primate-specific zinc-finger protein, ZNF91.

**Conclusions:**

Our results provide a new framework for future investigation of this intriguing topological isoform while raising doubts regarding a biological function of most circRNAs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0409-z) contains supplementary material, which is available to authorized users.

## Background

Many classes of non-protein-coding RNAs (ncRNAs) exist in cells [1,2], and members of each class play important roles in either regulating gene expression or other biological processes [3–6]. For example, microRNAs (miRNAs) pair to sites within messenger RNAs (mRNAs) to target the mRNAs for translational repression and/or mRNA destabilization [7]. In an intriguing elaboration of this regulatory pathway, the activity of the mammalian miR-7 miRNA can be inhibited by CDR1as/ciRS-7, which is in turn targeted by another miRNA, miR-671, which shows near-perfect complementarity and triggers endonucleolytic cleavage of CDR1as [8–10]. CDR1as is a circular RNA (circRNA) deriving from an antisense transcript of the CDR1 protein-coding gene [10]. With >60 conserved sites for miR-7, CDR1as is thought to act as a sponge to titrate miR-7 from its other targets [8,9]. A second circRNA proposed to act as a sponge is the testis-specific transcript of the male sex-determining gene *Sry*, which contains 16 sites for miR-138 [9]. Because circRNAs lack poly(A) tails and 5′ termini, they would escape the deadenylation, decapping and degradation normally caused by miRNA association [11], an obvious advantage for an RNA acting as a miRNA sponge [8,9].

Thousands of additional circRNAs with unknown functions have been identified in various species [8,12–15]. These circRNAs are generated primarily through a type of alternative RNA splicing called ‘back-splicing’, in which a splice donor splices to an upstream acceptor rather than a downstream acceptor (Figure 1A) [8,12,14,16,17]. Based on several criteria, including their intriguing expression patterns, their apparently elevated sequence conservation and the compelling hypothesis that CDR1as acts as a miR-7 sponge, these circRNAs have been proposed to comprise a large class of post-transcriptional regulators. However, the number of additional circRNAs acting as natural miRNA sponges is currently unclear. Indeed, the extent to which these circular isoforms might act in any biological capacity is not known.

**Figure 1:**
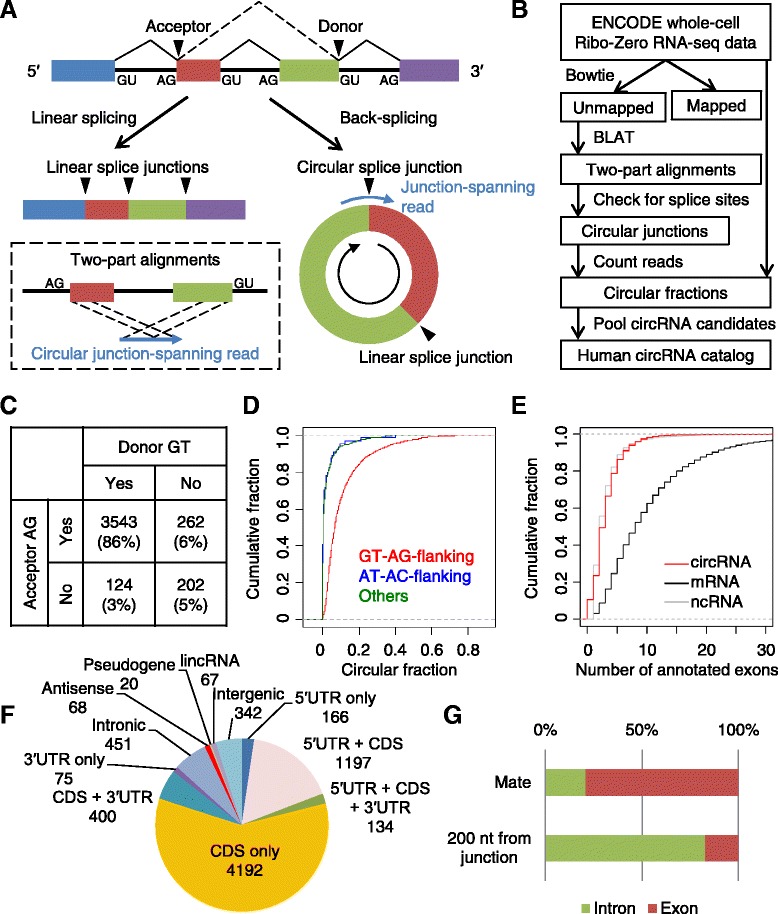
**Global identification of human circRNAs. (A)** Schematic illustration of the alternative-splicing isoforms generated from linear splicing (left) and back splicing (right). Two-part alignments identified junction-spanning reads indicative of circRNAs (bottom left). Exons are colored, and donor (GU) and acceptor (AG) signals at splice sites are indicated. **(B)** The computational pipeline developed to identify and quantify circRNAs from long-read RNA-seq data. **(C)** Enrichment of donor GT and acceptor AG splicing signals in genomic windows flanking candidate circular junctions supported by ≥5 junction-spanning reads in the CD34 sample. Similar results were obtained from all other cell types. **(D)** Distribution of circular fractions for circRNA candidates in (C), grouped based on whether their circular junctions were flanked by splicing signals of the major or minor spliceosome (GT-AG- and AT-AC-flanking, respectively). **(E)** Distributions of exon numbers for circRNAs, mRNAs, and other annotated ncRNAs. **(F)** Annotations of genomic regions mapping to inferred circRNA exons. CDS, coding sequence; lincRNA, long intervening ncRNA; UTR, untranslated region. **(G)** Splicing within circRNAs of the CD34 sample. Mapped locations of the mates of junction-spanning reads were compared to the genomic annotations 200 nucleotides downstream and upstream of back-spliced acceptors and donors, respectively. Because the fragment size for the paired-end sequencing averaged 200 nucleotides, these genomic annotations resembled those expected if the introns within the circRNAs were retained.

To begin to consider potential roles of circRNAs in post-transcriptional regulation, we developed a computational pipeline that identifies circRNAs from long-read RNA-seq data without relying on gene annotations. The pipeline resembled that reported previously [8], except it quantifies and considers the abundance of each circular isoform with respect to its alternative linear isoforms. Applying this pipeline to the non-poly(A)-selected RNA-seq data from the ENCODE project, we catalogued >7,000 human circRNAs and characterized their global properties, acquiring new insights regarding their biogenesis, the cell-type specificity of their expression, the extent to which they are conserved, the extent to which they are translated and their potential to act as miRNA sponges.

## Results

### Properties of human circRNAs

To identify circRNAs from RNA-seq data, we developed the following computational pipeline (Figure 1B). We first mapped all the RNA-seq reads to the genome using Bowtie in single-end mode, allowing ≤2 mismatches. Then we used BLAT to find partial alignment of the unmapped reads. Dual alignments of two read segments mapping to the genome in the reversed order were indicative of circRNAs. The circular fraction (that is, the fraction of the circular isoform relative to all transcripts from the same locus) was quantified for each circRNA candidate by counting relevant reads from the same sample. We performed circRNA identification and quantification using all the currently available whole-cell non-poly(A)-selected RNA-seq data from the ENCODE project [1], which included a large variety of cultured cell types (Table S1A in Additional file 1). As in some previous studies [8,14], our pipeline used the assembled genome for sequence alignment but disregarded its annotations, and thus it was not affected by incomplete or inaccurate genome annotations and was not biased in favor of alternative isoforms of pre-mRNAs.

circRNAs produced from back-splicing would be expected to have splicing signals at their junctions. Introns spliced by the major spliceosome usually contain the GU dinucleotide at their 5′ end (the splice donor) and the AG dinucleotide at their 3′ end (the splice acceptor) [18]. Indeed, when we analyzed all the dinucleotide frequencies in 10-nucleotide genomic windows mapping to each observed circular junction, a vast majority of candidate circular junctions contained the GT dinucleotide within 5 nucleotides of the putative donor end and the AG dinucleotide within 5 nucleotides of the putative acceptor end (Figure 1C; Figure S1A in Additional file 2). Moreover, a search for motifs within 10-nucleotide genomic windows flanking the circular junctions recaptured the canonical sequence motifs of splice donors and acceptors (Figure S1B in Additional file 2). When considering the minority of candidates without GT-AG-flanking junctions, no pronounced dinucleotide enrichment or significant motif was observed (Figure S1A,B in Additional file 2).

Reasoning that for biological circRNAs a higher fraction of the transcript isoforms might be circular, as is the case for CDR1as, for which almost no linear isoform could be detected [8,9], we calculated for each candidate the fraction of its transcript isoforms that were circular and compared the circular fractions of groups of circRNA candidates with different flanking dinucleotide signatures. The circular fractions of GT-AG-flanking candidates tended to be greater than those of the remaining candidates, with the circular fractions of most non-GT-AG-flanking candidates falling below 1% (Figure 1D). To test the extent to which the minor spliceosome might contribute to circRNA formation, we examined the distribution of circular fractions for AT-AC-flanking candidates, but observed no difference from the other non-GT-AG-flanking candidates (Figure 1D).

Collectively, these results indicated that back-splicing by the major spliceosome generates most, if not all, cellular circRNAs. Candidates without these splicing signals were more likely to have arisen from sequencing artifacts (such as chimeric RNA-seq reads resulting from template switching during reverse transcription or PCR), which justified the filter for GT-AG splicing signals imposed in previous pipelines [8]. To maximize the specificity of our pipeline, we carried forward only those candidates flanked by the GT-AG splicing signals, recognizing the possibility that a few candidates discarded by this filter might be authentic circRNAs generated by mechanisms that do not involve the spliceosome, as shown in Archaea [13]. As a second quality filter, we also required that each circRNA have a circular fraction ≥10% in two or more samples. This requirement filtered out about two-thirds of the circRNAs in each sample. With these filters, we annotated 7,112 circRNAs from 39 biological samples representing a large variety of human cell lines (Table S2A in Additional file 3).

Assuming that each circRNA had the same exon structure as the current GENCODE annotation at its locus, we found that most circRNAs spanned <5 exons (Figure 1E), with the distribution of exon abundance resembling that reported for the other GENCODE-annotated ncRNA genes in the human genome [2]. The distribution of circRNA exonic sequence lengths also resembled that of ncRNAs, with a median length of 547 nucleotides, compared with 566 and 2,149 nucleotides for ncRNAs and mRNAs, respectively (Additional file 4). More than half of the circRNAs consisted of only protein-coding exons (Figure 1F), whereas smaller fractions also contained 5′ untranslated regions (UTRs), 3′ UTRs, or both. CDR1as was among the 68 circRNAs that mapped antisense to annotated protein-coding genes. Another 67 circRNAs mapped to annotated long intervening ncRNAs (lincRNAs) [19], and 342 mapped between annotated genes, with no sense or antisense overlap.

Because many circRNAs contained multiple exons (Figure 1E) and previous studies have noticed retained introns in a few circRNAs [10,15], we more systematically examined whether introns within circRNAs were efficiently removed. We started by mapping all the mate reads of the circular junction-spanning reads in the CD34^+^ hematopoietic progenitor cells sample. If intra-circular splicing did not occur, most of the mate reads would be expected to map to the first upstream or downstream intron from the back-spliced donor or acceptor, respectively (Figure 1G). We found that approximately 80% of the mates reads that did not map to the same exons as the circular junctions mapped to their neighboring exons, indicating that introns within circRNAs were usually spliced out, although a substantial fraction (approximately 20%) were retained (Figure 1G).

### Comparison with previous circRNA catalogs

When comparing our circRNA catalog with those of previous studies, we found that most annotated circRNAs were present in only one catalog (Additional file 5), presumably because of differences in cell types, cutoffs and computational pipelines. A key difference between our catalog and those of others was our requirement that the circRNAs have a circular fraction ≥10%, which prompted us to examine the extent to which this filter explained the differences between our catalog and those of others. For each catalog, we randomly selected one cell type used to build the catalog and quantified the circular fraction of the circRNAs identified in that cell type by the corresponding study, using non-poly(A)-selected RNA-seq data of that cell type. Due to our circular-fraction filter, all the circRNAs from our study had circular fractions of ≥10% (Additional file 5). About half of the circRNAs identified by the Memczak *et al*. study [8] had circular fractions of ≥10%, whereas less than 10% of the circRNAs from the other two studies, which used either RNase R-treated [14] or poly(A)-depleted RNA-seq data [15] to enrich for circRNAs, had circular fractions ≥10%.

### Trans-splicing rarely contributed to back-spliced junctions

Trans-splicing between pre-mRNAs can also give rise to the appearance of shuffled exons [20,21], many of which would produce sequencing reads indistinguishable from those that we and others [8] attributed to back-spliced products (Figure 2A). To distinguish between back-splicing and trans-splicing, we used the approach used previously on a smaller set of circRNAs [12]. This approach took advantage of the paired-end RNA-seq data and examined the mate reads of the junction-spanning reads, which for some trans-spliced products would map beyond the genomic regions spanning the acceptors and donors of the junction-spanning reads (Figure 2A). Out of >6,000 mates of junction-spanning reads mapped in the CD34^+^ hematopoietic progenitor cells sample, only four (all from the *ANKRD28* locus) mapped upstream of the back-spliced acceptors, and only one (from the *ATF7IP* locus) mapped downstream of the back-spliced donors (Figure 2B,C).

**Figure 2:**
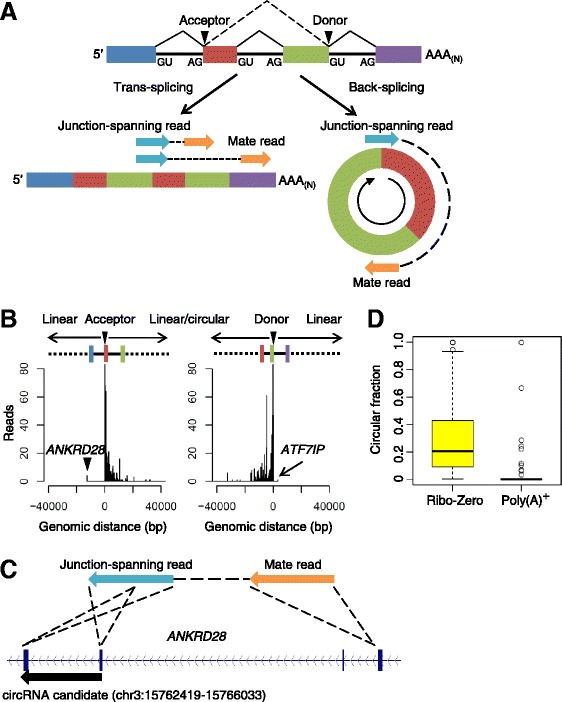
**Trans-splicing rarely contributed to back-spliced junctions. (A)** Schematic illustration of the analysis of paired-end reads used to distinguish trans-spliced products from circRNAs. Depending on the insert size, mate reads of trans-spliced but not back-spliced junction-spanning reads could potentially map to adjacent linear exons. Based on the insert sizes of the ENCODE paired-end RNA-seq libraries, we only considered circRNAs that were <400 nucleotides. **(B)** Distances of all mapped mate reads from the acceptors (left) and donors (right). Two possible trans-spliced events are indicated. **(C)** The identified trans-spliced event from the *ANKRD28* locus. **(D)** Circular fractions of 598 circRNAs detected in non-poly(A)-selected RNA-seq data from U2OS cells, analyzed using non-poly(A)-selected RNA-seq data (Ribo-Zero) and poly(A)-selected RNA-seq data (poly(A)^+^).

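U2OS is a human osteosarcoma cell line. In the authors' deposited table, the circular fraction of each circRNA is 2 times the junction-spanning reads divided by the sum of donor reads, acceptor reads and 1. This holds within a tolerance of 1e-09 for all 598 circRNAs in each library type, and the value can exceed 100%. In the non-poly(A)-selected data, the deposited circular fraction of the 598 circRNAs had a median of 21.1%, with a 95% confidence interval of 19.0% to 23.8% from the binomial order statistics, and quartiles of 9.09% and 44.4%. A total of 439 circRNAs, 73.4% (Clopper-Pearson 95% confidence interval 69.7% to 76.9%), had a deposited fraction of at least 10%. The minimum used for the catalog, also 10%, is defined in the paper's methods with another formula, junction-spanning reads over donor plus acceptor reads minus junction-spanning reads plus 1. Applied to the deposited counts, that formula left 10 circRNAs without a value, gave a median of 11.4% and put 55.8% at or above 10%. It assumes donor and acceptor counts that include the junction-spanning reads. This fails for 121 circRNAs, which have more junction-spanning reads than donor or acceptor reads. The 11.4% and 55.8% are therefore not values of the catalog's measure. These fractions rest on few reads. Of the 598 circRNAs, 230 had 1 junction-spanning read, 368 had at least 2 and 143 had at least 5. The median moved most with the minimum of junction-spanning reads, to 47.6% among circRNAs with at least 5. The fraction exceeded 100% for 40 circRNAs. The highest value, 533%, belonged to a circRNA of exons 3 to 11 of VPS37A (chromosome 8, 17125767 to 17143936, CDS and 3'UTR), which had 8 junction-spanning reads and 1 read at each end. In the poly(A)-selected data, the fraction was above 0 for 20 circRNAs, and its highest value was 200%, for a circRNA of MED13L (chromosome 12, 116668238 to 116675510) with 1 junction-spanning read and 0 reads at either end.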

Although analysis of mate reads would have identified more trans-spliced products if many members of our catalog were in fact trans-spliced and not circular, this analysis presumably missed evidence of trans-splicing in cases for which the exonic distance between the trans-spliced acceptor and donor was too large to exclude any mate reads, which was the case for most circRNAs (Additional file 4). As an orthogonal approach for discriminating between back-spliced and trans-spliced products we considered their polyadenylation status [12]. 

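RNA was collected from U2OS cells 32 h after mock transfection or after transfection with miR-1 or miR-155, and each of these 3 transfections gave 1 poly(A)-selected and 1 non-poly(A)-selected RNA-seq library, the latter depleted of ribosomal and transfer RNA. The authors deposited a table with 1 value per circRNA and library type. It does not say whether the 3 transfections were pooled, so no spread between replicates can be given, and differences between library types have no replicate check. For each circRNA the table lists raw counts of the reads at the splice donor, the reads at the splice acceptor and the reads that span the circular junction, with the circular fraction. The table does not say which sequences the reads had to contain to be counted. Library totals were not analysed here, so depth is known only at the circRNA ends. The donor and acceptor counts, with a splice site shared by several circRNAs counted for each, summed to 21937 reads in the non-poly(A)-selected data and 14298 in the poly(A)-selected data, a ratio of 0.652. The median circRNA had 21 and 15 such reads. Junction-spanning reads summed to 2323 and 119. The coordinates are those of hg19. Read with 0-based starts, all 598 circRNAs are flanked by AG at the acceptor and GT at the donor, against 0.334% of the same intervals shifted by 50 nt, and 573 have both ends exactly at exon boundaries annotated in GENCODE release 44 on GRCh37. Shares are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only.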

Poly(A) selection should deplete circRNAs but not trans-spliced products, which are linear and thus expected to have poly(A) tails (Figure 2A). Indeed, using data from U2OS cells, which were independent of the data we used for circRNA discovery, we found that of the 598 members of our catalog detected through junction-spanning reads in non-poly(A)-selected RNA-seq data, only 20 were detected in poly(A)-selected RNA-seq data, as indicated by circular fractions exceeding zero for only these 20 members in the poly(A)-selected data (Figure 2D). Moreover, only six members of our catalog were detected in the poly(A)-selected data but not the non-poly(A)-selected data. 

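All 598 circRNAs in the deposited table had at least 1 junction-spanning read in the non-poly(A)-selected data, and 20 of them, 3.34% (Clopper-Pearson 95% confidence interval 2.05% to 5.12%), had at least 1 in the poly(A)-selected data. With at least 5 junction-spanning reads required in both, 5 circRNAs were detected in the poly(A)-selected data, 3.50% of the 143 that passed in the non-poly(A)-selected data. With 1 read enough in the poly(A)-selected data, the share of these 143 was higher. It then included 6 of the 136 whose junction sequence occurs in no annotated linear transcript, and all the others. The drop on poly(A) selection was larger than the difference in depth at the splice sites. Per 100 donor and acceptor reads there were 10.6 junction-spanning reads in the non-poly(A)-selected data and 0.832 in the poly(A)-selected data. The former was 9.54 with the junction-spanning reads of circRNAs that have only 1 left out. The donor and acceptor reads of these circRNAs were kept. No p is given for these totals, because the table lists circRNAs only with a junction-spanning read in the non-poly(A)-selected data. Among the 10 circRNAs with the most junction-spanning reads, 8 had none in the poly(A)-selected data. The circRNA with the most reads, from exons 2 to 4 of BACH1 (chromosome 21, 30693542 to 30702014, 5'UTR and CDS), had 47 junction-spanning reads with 66 donor and 25 acceptor reads. In the poly(A)-selected data it had 0 with 17 donor and 14 acceptor reads. A circRNA of exon 3 of the noncoding gene PVT1 (chromosome 8, 128902835 to 128903244) had 39 junction-spanning reads and 0 after poly(A) selection, where 6 donor and 21 acceptor reads remained. A circRNA of exon 2 of HIPK3 (chromosome 11, 33307959 to 33309057, 5'UTR and CDS) had 25 and 0, with 5 donor reads and 0 acceptor reads after selection. The exceptions among the 10 were a circRNA of the noncoding gene ENSG00000283352 (chromosome 6, 58250695 to 58256569), with 29 and 9 junction-spanning reads, and an entry that joins a donor of RRP7A to an acceptor of its pseudogene RRP7BP (chromosome 22, 42915720 to 42976365), with 28 and 28. The 20-nt segments at the ends of the former occur at 5 and 17 places in GRCh37, so its counts can include reads from other copies.

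**Figure D1:**
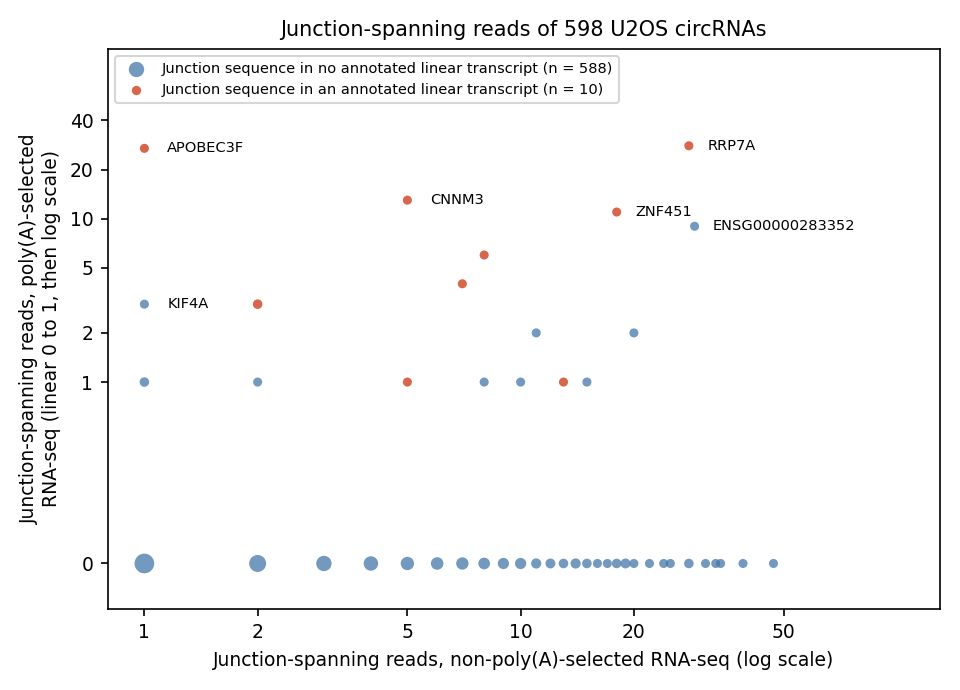
Junction-spanning reads of the 598 circRNAs in non-poly(A)-selected (horizontal, log scale) and poly(A)-selected RNA-seq (vertical, linear from 0 to 1 and log above). Larger points stand for more circRNAs with the same counts, and red points are the 10 circRNAs whose 20-nt junction sequence occurs in an annotated linear transcript. Most circRNAs lie at 0 on the vertical axis, and all 10 red ones lie above it.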

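The 20 circRNAs of U2OS cells with junction-spanning reads in both kinds of RNA-seq data were compared with annotated linear transcripts. The 20-nt sequence made of 10 nt on each side of every circular junction was searched for exact matches in the GENCODE transcripts. It was found in a linear transcript for 10 of the 598 circRNAs and for 0 of 598 control junctions, which join each donor to the acceptor of another circRNA. All 10 were among the 20 detected in the poly(A)-selected data. For 9 of the 10 the match extended over 40 nt, the exception being a circRNA of exons 29 to 32 of FBN1. Of the 10, 8 have their ends in 2 different annotated genes, against 1 of the other 588 circRNAs. The entry with a donor in CNNM3 and an acceptor in CNNM4 (chromosome 2, 97462749 to 97483239) has the junction sequence TTCAAGCGAGGGAAGTCCCA, which occurs in annotated CNNM3 transcripts. It had 5 junction-spanning reads in the non-poly(A)-selected and 13 in the poly(A)-selected data. An entry with a donor in APOBEC3F and an acceptor in APOBEC3B (chromosome 22, 39385462 to 39441547) had 1 and 27, and one with a donor in ZNF451 and an acceptor in KIAA1586 (chromosome 6, 56915572 to 56955692) had 18 and 11. Together the 10 had 89 junction-spanning reads in the non-poly(A)-selected and 97 in the poly(A)-selected data, or 87 and 94 with a pair of GSTM entries that have the same counts taken once. The remaining 588 circRNAs had 2234 and 22 reads, and 10 of them were detected in the poly(A)-selected data, among them circRNAs of MAN1A2, OSBPL10, SPECC1, MIB1 and KIF4A. The sequence search was added after the counts had been seen.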

The 20 detected in both datasets presumably include both trans-spliced products and circRNAs from loci that also produce trans-spliced isoforms. These observations, in conjunction with the lack of translation across the circular junctions (see below), indicated that trans-splicing contributed very few (<5%) false positives in our circRNA catalog, despite a previous study reporting that shuffled splice isoforms are predominantly trans-spliced products [20]. 

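Without the 10 U2OS circRNAs whose junction sequence occurs in an annotated linear transcript, 10 of 588 were detected after poly(A) selection, 1.70% (Clopper-Pearson 95% confidence interval 0.818% to 3.11%). Counted by reads, these 588 circRNAs would have had 1301 junction-spanning reads in the poly(A)-selected data if their junctions had been retained as well as their donor and acceptor reads, after a correction for the table listing only circRNAs with at least 1 junction-spanning read in the other data. The calculation was added after the counts had been seen. They had 22, which is 1.69% of that number (95% exact Poisson interval 1.06% to 2.56%). With the 10 matching circRNAs kept, the share was 8.72%. Of the 22 reads, 9 lie on the circRNA of ENSG00000283352, whose end segments are repeated in the genome, and without it the share was 1.01% (0.536% to 1.72%). Of the 136 circRNAs among the 588 with at least 5 junction-spanning reads in the non-poly(A)-selected data, 6 were detected after poly(A) selection, whereas 134 would be at equal retention. A circRNA with 1 junction-spanning read has too few reads for its absence after poly(A) selection to be informative by itself. From the loss of nearly all junctions on poly(A) selection, together with the absence of translation across them, the paper concludes that trans-splicing contributed few of the circRNAs in the catalog.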

We attribute our high specificity to our use of non-poly(A)-selected samples for circRNA identification (whereas the previous report started with poly(A)-selected samples) and our requirement that the circular fraction exceeded 10% in at least two samples. These results are consistent with previous studies showing that circRNAs are non-polyadenylated [12] or RNase R-resistant [8,14].

### Expression of circRNAs

To act as miRNA sponges or perform other non-catalytic cellular functions, the circRNAs would need to be expressed at consequential levels within the cell. To infer the abundance of each circRNA we multiplied its circular fraction by the density of RNA-seq reads arising from the cognate gene locus (measured in fragments per kilobase of transcript per million fragments sequenced, or FPKM). As observed for all protein-coding genes with FPKM ≥0.1, approximately 40% of all circRNAs annotated from each cell type had an inferred FPKM ≥1, as illustrated for the CD34^+^ hematopoietic progenitor cells sample (Figure 3A). However, the abundances of circRNAs tailed off much more quickly than did those of mRNAs. For example, when considering the 562 circRNAs with inferred FPKM ≥1.0, only 37 had FPKM ≥10 and none had FPKM ≥100. As a result, our circRNAs comprised a small fraction of the transcriptome of each sample, accounting for an estimated 0.2 to 0.9% of all the exon-mapping reads (Figure 3B). This range is slightly lower than a recent estimate of 1% [15], presumably because most low circular-fraction circRNAs were discarded in our analysis.

**Figure 3:**
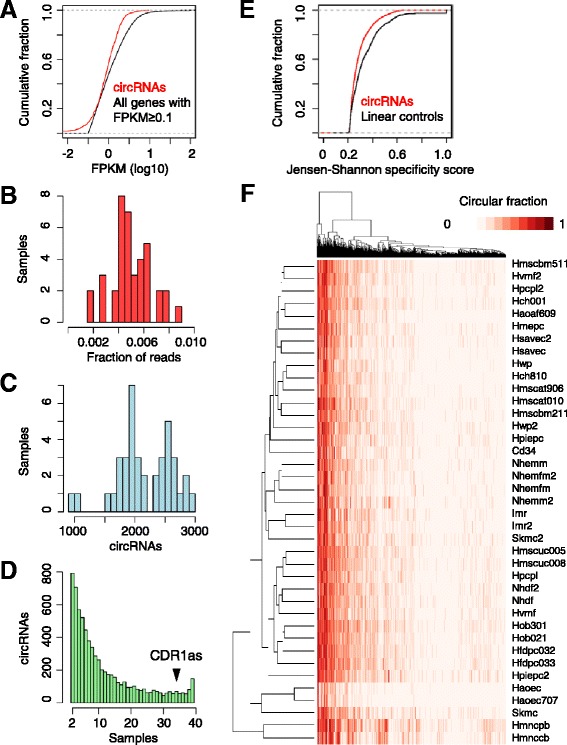
**Expression of human circRNAs. (A)** Levels of circRNAs in CD34^+^ hematopoietic progenitor cells. The expression level was estimated for each circRNA (using its circular fraction and the FPKM of the corresponding gene, which included both circular and linear isoforms) and the cumulative distribution of levels is plotted. For comparison, the levels of mRNAs with FPKM ≥0.1 are also plotted. **(B)** Fractions of mRNA-mapping reads estimated to derive from circRNAs. Reads derived from each circRNA were estimated as the product of the circular fraction, the gene FPKM and the length of the circRNA exonic sequence. The fraction was estimated for each sample, and the distribution of fractions is plotted. **(C)** Numbers of circRNAs identified in each biological sample. The number of circRNAs was tallied for each sample, and the distribution of values is plotted. **(D)** Numbers of samples in which ≥10% circular fraction was observed. The number of samples with ≥10% circular fraction was tallied for each circRNA, and the distribution of values is plotted. **(E)** Cumulative distribution of cell-type-specificity scores of circRNAs compared to mRNAs with similar overall expression levels (linear controls). **(F)** Unsupervised hierarchical clustering of the circular fractions of 1,299 circRNAs for which the availability of both the donor and the acceptor sites were each supported by ≥5 reads in all 39 samples.

We next examined the cell type specificity of circRNA expression. The 39 biological samples varied in the number of detectable circRNAs (Figure 3C). Although 1,500 to 3,000 circRNAs passed our cutoffs in most cell types, some cell types (for example, HFDPCs (follicle dermal papilla cells)) had approximately three times more circRNAs in the final catalog than others (for example, HAoECs (thoracic aortic endothelial cells)) (Figure 3C). This variation could not be explained by the differences in sequencing depths (Additional file 6).

Although some circRNAs (including CDR1as) were more ubiquitously expressed, most were found in only a few cell types (Figure 3D). To assess whether circRNAs were any more cell type specific than their linear counterparts, we compared the Jensen-Shannon specificity scores [19] of circRNAs with those of a cohort of linearly spliced exon pairs with the same distribution of expression levels (that is, the same distribution of total junction-spanning reads) as the circRNA set. The expression of circular junctions was not more cell type-specific than that of the control cohort of linear junctions (Figure 3E), and the expression of both was less cell type-specific than that of lincRNAs [19]. To test whether the efficiency of circularization might be regulated in a cell-type-specific manner, we examined the circular fractions of 1,299 circRNAs for which the availability of both the donor and the acceptor sites were each supported by ≥5 reads in all 39 samples. The circular fractions of these circRNAs were nearly as correlated between cell types (median Spearman’s ρ = 0.60 to 0.75) (Figure 3F) as they were between biological replicates (median Spearman’s ρ = 0.75). Taken together, our results suggested that circRNA expression is not any more regulated than expected from the availability of the primary transcripts. We compiled a list of 57 circRNAs, including CDR1as, for which the circular fraction was ≥50% in most cell types in which transcript isoforms were detected (Table S2B in Additional file 3).

To examine their subcellular localization, we quantified the circular fractions of circRNAs in each of the subcellularly fractionated K562 samples, focusing on the 514 circRNAs detected in the K562 whole-cell samples (Additional file 7). Consistent with previous results on a few circRNAs [12,14], most of these circRNAs were predominantly in the poly(A)-depleted cytoplasmic samples.

### Conservation of circRNAs between human and mouse

Using the non-poly(A)-selected RNA-seq data from mouse ENCODE cell lines and some other available non-poly(A)-selected RNA-seq datasets (Table S1B in Additional file 1), we also identified and quantified 635 robustly detectable mouse circRNAs (Additional file 8). When analyzing human and mouse genes with clear one-to-one orthologs, we observed that if the mouse gene had a circRNA in our dataset, its human ortholog was likely to also have one (66%), whereas if the mouse gene did not have a circRNA in our dataset, the human gene was less likely to have one (19%) (Figure 4A). The overlap of human and mouse circRNAs genes was not simply due to similarity in exon numbers between orthologs because the enrichment was still observed within subsets of mouse genes grouped by exon numbers (Additional file 9). To test whether human and mouse circRNAs arose from orthologous exons, we used whole-genome alignments to identify the regions of the mouse genome that corresponded to the human circRNAs (no longer limiting the analysis to one-to-one orthologs) and quantified the degree to which our mouse circRNAs overlapped these regions. Among the 350 mouse circRNAs for which the aligned human gene orthologs also had circRNAs, about a third used the orthologous splice sites of human circRNAs (a higher rate than that previously reported [14]), whereas the remaining two-thirds either partially overlapped (32%) or did not overlap (31%) with aligned human circRNA loci (Figure 4B,C). These results indicated that human and mouse circRNAs were often generated not only from orthologous genes but also from orthologous exons. The circular fractions of mouse circRNAs (averaged across all cell types in which the transcript was represented by both donor- and acceptor-matching reads) were weakly yet significantly correlated with those of their human orthologs (Spearman’s ρ = 0.30; Figure 4D), which was slightly lower than those between any two human cell types (typically 0.60 to 0.75).

**Figure 4:**
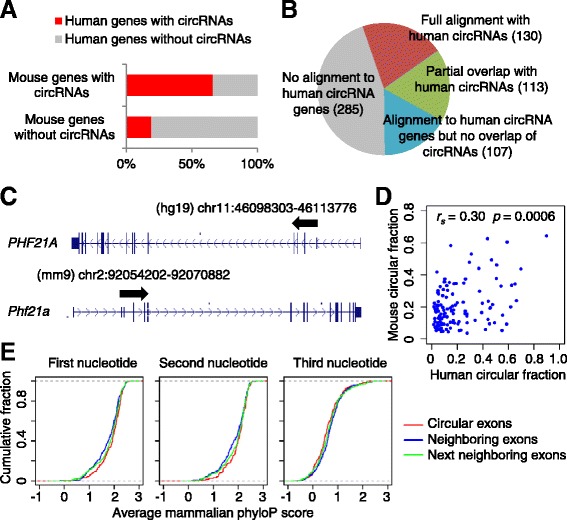
**Conservation between human and mouse circRNAs. (A)** Analysis of enrichment in circRNAs from human orthologs of mouse genes for which circRNAs were found. Only the mouse genes that had one-to-one human orthologs were considered. **(B)** Extent to which mouse circRNAs align with human circRNA loci. **(C)** An example of conserved circRNAs, which derives from human *PHF21A* and mouse *Phf21a* loci. **(D)** Relationship between average circular fractions observed for circRNAs conserved in human and mouse (n = 130). Spearman’s rank correlation coefficient is shown. **(E)** Sequence conservation for the conserved circRNAs, compared with that of their neighboring exons. Distributions are of average mammalian phyloP scores for each of the three codon positions in circular exons and their neighboring linear exons. No significant difference was observed at any of the three positions (*P* > 0.1, paired Mann-Whitney test).

The derivation of most circRNAs from coding exons complicates analysis of sequence conservation that might provide evidence for sequence-dependent biological function of the circular isoforms. A previous analysis of 223 circRNAs that both derive from coding exons and have orthologous circular isoforms in mouse reported elevated conservation levels in the third nucleotide positions of codons when compared to a control cohort of linear coding exons that were chosen to match the conservation levels at the first and second codon positions [8]. We were able to reproduce these results using the previous list of circRNAs and found that the elevated conservation at the third codon positions was robust when compared with 1,000 different control cohorts (Figure S7A in Additional file 10). Applying this analysis to our list of 130 human circRNAs with mouse orthologs also indicated elevated conservation of the third codon positions (Figure S7A in Additional file 10). Following up on this result, we compared the nucleotide conservation of coding exons within circRNAs to their neighboring linear coding exons, reasoning that the neighboring linear exons would better control for transcript expression levels as well as other unanticipated factors that might correlate with circRNA identification. When using these alternative controls, we did not detect significantly elevated conservation in the third codon positions for either the previous list of circRNAs (Figure S7B in Additional file 10) or our new list (Figure 4E), which argued against the notion that sequence-dependent noncoding functions are enriched within circRNAs.

### No evidence for translation of circRNAs

The observation that most circRNAs are cytosolic [12] and originate from protein-coding sequences raised the question of whether they could be loaded into the ribosome and be translated into polypeptides. Although circRNAs are devoid of the structures typically required for efficient translation initiation, that is, a 5′ cap and 3′ poly(A) tail, cap-independent translation has been reported for many linear mRNAs [22], and translation can proceed on circRNAs once initiated from an internal ribosome entry site [23]. A few abundant circRNAs have been previously shown to be untranslated [14]. 

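Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease digestion. For each transfection of the U2OS cells with a microRNA or mock control, 1 ribosome profiling library was made beside the RNA-seq libraries, from cells treated with 100 µg/ml cycloheximide for 8 min, with fragments of 25 to 45 nt. The authors deposited RPF counts in the same table and form as the RNA-seq counts, with 1 value per circRNA for the library type, so no replicates enter the values. By the paper's methods, reads were counted that contain a 20-nt sequence centred on the circular junction or on the linear junction at either splice site. RPF counts at the 598 circRNAs summed to 13991 at donors, 13807 at acceptors and 160 across circular junctions. The median circRNA had 12 donor and acceptor RPF reads, and the highest had 5771, for a circRNA of exons 4 to 5 of RTN4 (chromosome 2, 55209651 to 55214834). Over the 1118 distinct splice sites with a read in either kind of data, the median RPF to RNA-seq ratio, as log2 of counts plus a pseudocount of 1, was -1.0, with quartiles of -2.58 and 0.41. Without library totals this ratio is not a translational efficiency and only scales the libraries to each other. It moved most with a pseudocount of 0.5, to -1.58.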

To search systematically for evidence of circRNA translation, we examined both ribosome footprinting data and non-poly(A)-selected RNA-seq data for human U2OS cells. Of the 717 circRNAs with RNA-seq reads spanning their circular junctions, 236 had ribosome protected fragments (RPFs) spanning the RefSeq-annotated linear junctions at both splice sites. 

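The deposited table holds 598 circRNAs with junction-spanning reads in the non-poly(A)-selected RNA-seq data, and 250 of them, 41.8%, had at least 1 RPF read at both the donor and the acceptor. With at least 2 RPF reads required at each end there were 217, and with at least 5 there were 160. The table lists 5 coordinates more than once, and with these counted once there were 246. The host genes of several abundant circRNAs were among the 250. At exons 2 to 4 of BACH1 there were 6 donor and 26 acceptor RPF reads, and at exons 7 to 9 of ATXN10 (chromosome 22, 46125305 to 46136418) there were 31 and 34. At exons 2 to 3 of ARHGAP12 (chromosome 10, 32197100 to 32199491) there were 66 and 1.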

Strikingly, after excluding the false-positive junction-spanning reads arising from adjacent paralogous genes (12 instances), no RPF reads could be found spanning any of the remaining 224 circRNA junctions (Figure 5A), which led to uniformly zero circular fractions; that is, every informative RPF corresponded to the linear isoforms (Figure 5B). 

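RPF reads across the circular junction were present for 5 of the 250 circRNAs, and the junction sequence of all 5 occurs exactly in an annotated linear transcript. A pair of these entries share a donor at the end of exon 7 of GSTM5 (chromosome 1, 110257862) and have acceptors at the last exon of GSTM4 (110203787) and of GSTM1 (110235828). Their common junction sequence, CCGCTTTGAGGGCTTGGAGA, is that of the linear junction in GSTM1 and GSTM4 transcripts. Both are listed with the same counts, 37 RPF and 2 RNA-seq reads across the junction, so the counts cannot be assigned to 1 of the entries. An entry that joins KCTD5 to a neighbouring locus (chromosome 16, 2663961 to 2732801) had 39 RPF reads, the one that joins APOBEC3F to APOBEC3B had 26, and the one that joins CNNM3 to CNNM4 had 5. The other 245 circRNAs had 0 RPF reads across their circular junctions. Over the 22430 RPF reads at their donors and acceptors, a count of 0 allows up to 3 reads, or 0.0134%.

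**Figure D2:**
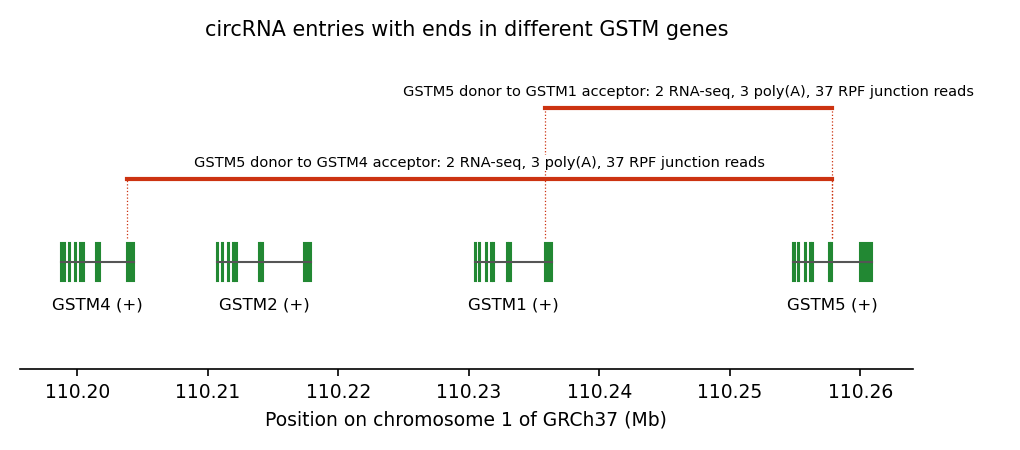
Map of the GSTM genes on chromosome 1 of GRCh37, to scale, with the exons of the canonical transcripts (green boxes, all on the + strand) and the 2 listed circRNAs (red lines, from acceptor to donor). Both entries have 37 RPF reads across the junction, and each joins an exon of GSTM5 to the last exon of another GSTM gene.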

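If the circular junctions of these 245 circRNAs had been occupied by ribosomes at the rate of their linear junctions, in proportion to their RNA-seq reads, 1700 RPF reads would have been found across them. The number is the ratio of RPF to RNA-seq reads at their donors and acceptors, 1.90, multiplied by the 979 junction-spanning RNA-seq reads, less those of the 85 circRNAs with 1 such read, which corrects for the table listing only circRNAs with a junction-spanning read. That correction, and leaving out circRNAs by the match to a linear transcript, were added after the counts had been seen. The count of 0 allows up to 3 reads, or 0.176% of the expected number. The exact Poisson probability of 0 reads has a log10 of -738 at the ratio of 1.90, and of -466 at the median ratio over circRNAs given below. The 245 were chosen for RPF reads at both splice sites, which raises the ratio, and this was not corrected. With the ratio over all 588 circRNAs without a linear match, 1.23, the expected number was 1101 and the limit 0.272%. A few abundant mRNAs also weigh on the pooled ratio. With the median ratio over circRNAs, 1.20, the expected number was 1073 and the limit 0.280%, and without the RTN4 circRNA that has the most RPF reads, 1285 reads were expected. Both are still taken over the 245, so no setting handles the selection and the abundant mRNAs together. The median log2 ratio over the 1118 splice sites, -1.0, is lower than these ratios, so the limit could be higher. For a single circRNA with few junction-spanning RNA-seq reads, translation at the linear rate was not detectable at this depth. These limits apply to the sum over the circRNAs and cover counting error only.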

Making the reasonable assumption that translation in alternative frames (which might terminate prior to reaching the circular junction) is rare, our results showed that, compared with their linear isoforms, most circular isoforms are translated far less efficiently if at all in human U2OS cells. Moreover, because trans-splicing is unlikely to affect translational initiation, the absence of RPFs mapping across the junctions that we classified as circular provided additional evidence that these junctions were indeed circular and not generated by trans-splicing. 

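Whether linear products with these junction sequences would have been seen in the RPF data can be read from the 10 circRNAs whose 20-nt junction sequence occurs in an annotated linear transcript. A pair of GSTM entries have the same counts, and with these taken once there were 119 RPF reads across the junction and 87 in the non-poly(A)-selected RNA-seq data. The reads were spread unevenly. Of the 9 entries counted this way, 3 had more RPF than RNA-seq reads (those of GSTM, KCTD5 and APOBEC3F), 5 had fewer and 1 had as many. The entry of RRP7A had 2 RPF and 28 RNA-seq reads, and that of FBN1 had 0 and 8. The other 588 circRNAs had 4 RPF reads and 2234 RNA-seq reads across the junction, or 0.179 RPF reads per 100 RNA-seq reads. All 4 of these RPF reads lay on 1 circRNA of exons 2 to 5 of MAN1A2 (chromosome 1, 117944808 to 117963271, CDS), which had 0 RPF reads at its donor and 21 at its acceptor and so is not among the 250 with reads at both ends. Its 20-nt junction sequence also occurs at 3 other places in the genome, outside annotated exons. The paper considers an effect of trans-splicing on the start of translation unlikely. It takes the lack of RPF reads across the junctions as further evidence that they are circular.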

As more ribosome profiling data become available, it will be interesting to re-visit the question of whether some circRNAs might be translated in other cell types or species.

**Figure 5:**
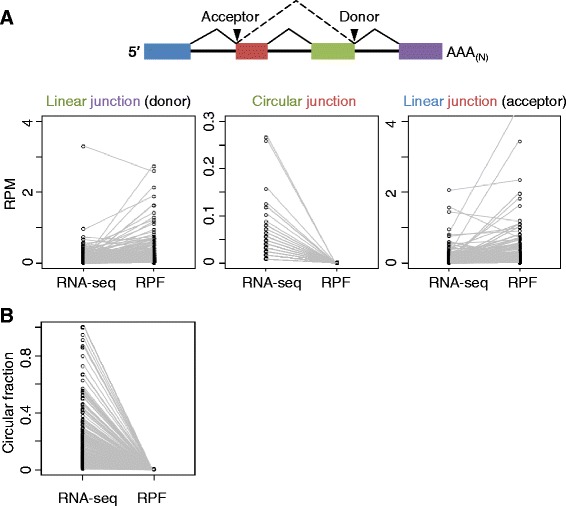
**No evidence for translation of human circRNAs. (A)** Numbers of RNA-seq and RPF reads that spanned the linear junction at the donor end, the circular junction, and the linear junction at the acceptor end of 224 circRNAs that contained RPF reads corresponding to both linear junctions in U2OS cells. **(B)** Circular fractions of 224 of the circRNAs of (A), calculated using either RNA-seq or RPF reads.

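The 245 circRNAs with RPF reads at both splice sites and no match of their junction sequence to a linear transcript had 5079 donor, 979 junction-spanning and 6714 acceptor reads in the RNA-seq data. In the RPF data they had 11311 donor, 0 junction-spanning and 11119 acceptor reads. The median circRNA of this group had 32 donor and acceptor reads in the RNA-seq data and 39 in the RPF data. Their deposited circular fraction in the RNA-seq data had a median of 16.7% and ranged from 1.01% to 267%, while in the RPF data it was 0 for each of them. The BACH1 circRNA had a fraction of 102% in the RNA-seq data, and the circRNA of exons 7 to 9 of ATXN10 had 68.8%.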

### The potential of other circRNAs to act as miRNA sponges

To search for additional miRNA sponges that resemble CDR1as, we considered several expected properties of strong miRNA sponges. First, miRNA sponges would be expected to bind many miRNA-loaded Argonaute proteins. Using data from high-throughput *in vivo* crosslinking experiments, which identified clusters of AGO2-crosslinking sites that indicated AGO2 binding [24–26], we compared the density of AGO2-crosslinking clusters within exons that can form circRNAs to the density within their neighboring linear exons. Exons that can form circRNAs did not exhibit greater cluster densities for AGO2, with results resembling those for another RNA-binding protein, IGF2BP1 (insulin-related growth factor 2-binding protein 1) (Figure 6A). Similar analyses on 20 additional RNA-binding proteins showed that circular exons generally had slightly higher cluster densities than their neighboring exons (Additional file 11), which could be due to either the circRNAs providing binding sites in addition to those provided by the same exons in linear isoforms, or the lack of translation of circular exons, which would prevent proteins from being displaced by the translocating ribosome. Strikingly, when counting the clusters of AGO2 crosslinks mapping to each circRNA [27], CDR1as had 26 clusters corresponding to miR-7 sites, which was by far the most mapping to any circRNA for any miRNA family (Figure 6B). No other circRNA stood out as a candidate to act as a strong sponge for any of the other RNA-binding proteins.

**Figure 6:**
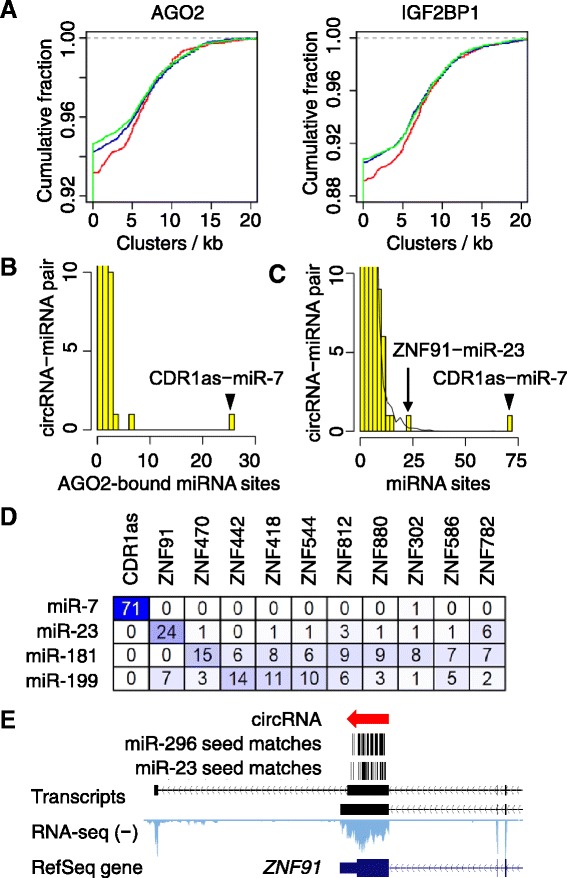
**A search for additional circRNAs with the expected properties of miRNA sponges. (A)** Frequency of AGO2-crosslinking clusters observed in circRNAs compared with that of clusters observed in their neighboring exons (left). See Figure 4E for color keys. For comparison, the analysis was repeated for a negative control, IGF2BP1 (right). No significant difference was observed between circular exons and their neighboring exons (*P* > 0.1, paired Mann-Whitney test). **(B)** Numbers of AGO2-crosslinking clusters assigned to individual miRNA families. The number of crosslinking clusters was tallied for each circRNA-miRNA pair, and the distribution of values is plotted. The outlying CDR1as-miR-7 pair is indicated. **(C)** Numbers of 7- and 8-nucleotide sites for individual miRNA families found within each circRNA. The number of sites was tallied for each circRNA-miRNA pair, and the distribution of values is plotted. The black curve indicates the averaged results when repeating the analysis 1,000 times using different permutations of the site sequences. The two outlying pairs are indicated. **(D)** Numbers of miRNA target sites in CDR1as and top-ranking ZNF circRNAs. **(E)** Part of the *ZNF91* locus containing the circRNA. miR-23 and miR-296 seed matches are indicated.

Because the AGO2-crosslinking sites were determined in HEK293 cells, circRNAs and miRNAs not expressed in HEK293 cells were missed by this analysis. We thus concatenated the annotated exons within each circRNA, and counted the number of canonical 7- and 8-nucleotide target sites [7] for each of the 87 miRNA families conserved across vertebrates. Again, CDR1as ranked on top, containing 71 miR-7 sites (Figure 6C). CDR1as-miR-7 was also the only circRNA-miRNA pair that exceeded the upper limit of results from the negative control, in which the analysis was repeated with permutated miRNA sequences (Figure 6C). We conclude that among the human circRNAs, CDR1as stands alone as the most compelling miRNA sponge for any conserved miRNA seed family.

Our analysis of miRNA site number also pointed to circRNAs from the repeat-rich C_2_H_2_ zinc finger (ZNF) gene family (Figure 6D). In particular, a circRNA generated from the *ZNF91* locus (circRNA-ZNF91) contains 24 miR-23 sites (Figure 6E), 19 of which were 8-nucleotide sites. These numbers exceeded that of the other proposed miRNA sponge, mouse *Sry*, which has 16 miR-138 sites [9]. *ZNF91* belongs to a C_2_H_2_ zinc finger (ZNF) gene family that is greatly expanded in the primate lineage and known to contain exceptionally abundant target sites for several miRNA families, including miR-23, miR-181 and miR-199 [28]. The next nine ZNF circRNAs ranked by the total number of sites for these three miRNA families had 7 to 15 sites to one of the 3 families (Figure 6D). Expanding our miRNA site search beyond the 87 miRNA families conserved beyond mammals to the 66 miRNA families conserved only within the mammalian lineage (Figure S9A in Additional file 12), we found that circRNA-ZNF91 had 39 additional sites for miR-296 (Figure 6E). CDR1as also had 22 sites for the miR-876-5p/3167 family (Figure S9B in Additional file 12), although they were not as conserved as the miR-7 sites.

## Discussion

Because molecular studies of eukaryotic RNA typically begin with poly(A)-selection, circRNAs have often escaped detection and consideration. Our study adds to previous circRNA annotation efforts [8,12,14,15] to yield an expanded catalog of circRNAs robustly detected from a large variety of human cell types. Our circRNA identification method resembles that previously used [8,14], except we focused our analyses on the circRNA loci with circular fractions ≥10%. Other recent studies take a more targeted approach and search for back-spliced junctions from annotated splice sites [12,15] and therefore miss the unannotated genes and exons, especially those that have particularly high circular fractions and are rarely found in the poly(A)^+^ RNA-seq data, such as CDR1as. Moreover, unlike previous studies that identify circRNAs from poly(A)-depleted RNA-seq data [14,15], we applied our pipeline to non-poly(A)-selected RNA-seq data, which were neither depleted nor enriched in circRNAs or their linear isoforms. An advantage of using these datasets is that we could directly estimate circular fractions without experimental calibration [15].

With this catalog of 7,112 human circRNAs in hand, the key question is whether they comprise an underappreciated class of molecules with cellular functions, or whether they are largely inert side-products of imperfect pre-mRNA splicing. The circRNA with the most compelling evidence for a biological function is the miR-7 sponge, CDR1as. Although a biological context has not yet been identified in which CDR1as loss-of-function influences miR-7 activity, this circRNA has >60 conserved sites to miR-7 and a developmental phenotype following its ectopic delivery [8,9]. The other circRNA proposed to act as a miRNA sponge, mouse *Sry* [9], has only one miR-138 site in its human homolog, which indicates that the proposed sponge function is not conserved in mammals.

What about functional potential of the other 7,000-plus circRNAs? By characterizing the molecular abundance and translation of circRNAs and providing an updated perspective on their sequence conservation and potential to act as miRNA sponges, our analyses can speak to this question. Although we found thousands of circRNAs in each cell type, only approximately 2% (20 to 60, depending on the cell type) had circular fractions exceeding 50%, which indicates that most were minor alternative isoforms of their respective primary transcripts. Moreover, fewer than 10% had FPKMs ≥10 in any of the 39 samples examined. Considering that in homogeneous cell types one molecule per cell usually corresponds to an FPKM of 1 to 4 [29], most circRNAs only accumulated to a few molecules per cell. This generally low circular fraction and weak accumulation was observed despite the expectation that each circRNA, by virtue of its exonuclease insusceptibility, might persist in the cell much longer than its linear alternative isoforms. Such low accumulation would not be expected of molecules that titrate miRNAs or other abundant regulators away from their regulatory targets. Indeed, we find few circRNAs with the properties expected of miRNA sponges. When circRNAs are experimentally enriched by either poly(A)-depletion [15] or RNase R digestion [14], tens of thousands of more circRNAs are found, even when limiting the search to only those that use annotated splice sites. Many of these low-abundance circRNAs have zero junction-spanning reads when we searched in the non-poly(A)-selected RNA-seq data, in which circRNAs were neither enriched nor depleted (Additional file 5). Perhaps it is not too far-fetched to speculate that all multi-exon genes generate one or more circular isoforms at low frequencies, whereas circularization of CDR1as is specific and efficient in all cell types in which it is expressed.

To have a physiological effect at such low levels, circRNAs would need to either participate in a catalytic process or interact very specifically with other molecules that have important functions when present at very low cellular levels. For example, mRNAs have physiological effects when present at only a few molecules per cell because they participate in the catalytic process of translation, which can produce many protein molecules from each mRNA molecule. However, we found that circRNAs are rarely translated. Some linear lincRNAs are proposed to interact with and modulate the output of a single genomic locus, which would explain their physiological effect despite their relatively low cellular abundance [5]. Likewise, a rare circRNA could conceivably recognize and regulate a rare mRNA. However, a specific, high-affinity interaction with an mRNA or other rare cellular component would presumably rely on the circRNA sequence, which would need to be conserved to retain its function over evolutionary time, yet we found no evidence for circRNA sequence conservation beyond that observed for neighboring linear exons.

We suspect that CDRas is not the only circRNA with an evolutionarily conserved biological function. This being said, our observations that most circRNAs 1) are inefficiently produced relative to their linear alternative isoforms, 2) accumulate to only low levels in the cell, and 3) are no more conserved than their neighboring linear exons, when considered together, suggest that most circRNAs may be inconsequential side-products of imperfect pre-mRNA splicing. For linear alternative-spliced isoforms, preferential production of orthologous isoforms in the same tissues of different species is considered evidence of function [30,31]. For circular isoforms, this type of analysis would require non-poly(A)-selected datasets from the same tissues of different species, which unfortunately are not yet available. For now, the only observation consistent with the idea that many circRNAs could be functional is our finding that the loci that produce circRNAs in mouse also tend to do so in humans. However, retention of circRNA production since the last common ancestor of mouse and human could have other causes apart from selection for circRNA function. For example, slowed splicing at the circRNA acceptor would presumably favor circRNA production because it would allow for transcription of the downstream donor, and if this slowed splicing is conserved for reasons other than circRNA function, then the production of circRNAs might nonetheless be conserved. Therefore, considering the conserved production of circRNAs as evidence against the idea that the vast majority of circRNAs are inert splicing side-products would require a more thorough understanding of the determinants of circRNA biogenesis.

## Conclusions

Mammalian cells produce a large number of circRNAs, which have captured the interest of many biologists, particularly after the description of CDR1as and its many conserved sites to miR-7. Our work identifies thousands of additional circRNAs and focuses on those that have circular fractions ≥10%. Unlike CDR1as, most of the previously and newly identified mammalian circRNAs represent alternatively spliced, low-abundance isoforms of protein-coding genes. Expression of circRNAs is generally not more cell-type-specific than mRNAs with similar overall expression levels. Although orthologous circRNAs were found between mouse and human, their sequence conservation is no higher than that of their neighboring linear exons, and no other identified circRNA is expected to function as a miRNA sponge nearly as effectively as CDR1as. Although some circRNAs with biological functions might exist, our results suggest that a large majority of circRNAs are inconsequential side-products of pre-mRNA splicing.

## Materials and methods

### circRNA identification and quantification

Human and mouse Ribo-Zero RNA-seq data were downloaded from either the ENCODE project or Gene Expression Omnibus (GEO). For each sample, Fastq reads were first mapped to hg19 or mm9 genome by Bowtie, allowing 2 mismatches. After removing PCR-duplicated reads by FASTX toolkit, all the unmapped reads were then aligned by BLAT (no mismatch or gap allowed). Dual alignments of two complimentary segments within a single read mapping to two regions on the same chromosome in the reverse order and no more than 100 kb away from each other were selected as circular-junction candidates. Next, GT and AG dinucleotides were searched for within 10 nucleotides genomic windows flanking the donor and acceptor end of each junction, respectively. Candidates with GT-AG-flanking junctions were carried forward, and the GT-AG dinucleotides were used to identify the precise splice sites. For human circRNAs, each junction required support from at least two independent reads within the sample.

To quantify the relative ratio of circular and linear isoforms, we focused on the two segments (20 nucleotides upstream from the donor and 20 nucleotides downstream from the acceptor) flanking the circular junction. Because many linear isoforms may exist for a given splice site, we took an inclusive approach and simply counted the reads that contained either of these two sequences and have enough sequence space for the other sequence (*n*_donor_ and *n*_acceptor_), and the reads that spanned the circular junction and contained both sequences (*n*_junction_). The circular fraction is calculated as *n*_junction_ / (*n*_donor_ + *n*_acceptor_ – *n*_junction_ + 1). To be accepted into the final circRNA catalog, a circRNA candidate must have a circular fraction ≥ 10% in at least two samples.

### Conservation analyses

One-to-one gene ortholog tables for gene-level analysis were downloaded from Ensembl [32]. For exon-level analysis, human circRNA junction coordinates were converted to mouse (mm9) genome coordinates using the UCSC liftOver tool, then intersected with mouse circRNA junctions using BEDTools. To calculate the correlation of average circular fractions of circRNA orthologs, circular fractions of each circRNA in all cell types wherein it was expressed (≥1 read for each of the donor and acceptor ends) were averaged. Spearman’s rank correlation test was performed.

### Analysis of translation

Twenty-nucleotide sequences were taken from circular junctions and each of the two linear junctions overlapping the circular junctions (10 nucleotides from each side of each junction). Numbers of reads containing each of these sequences, as well as the circular fractions for each circRNA, were compared using RNA-seq and RPF data from human U2OS cells.

### miRNA and protein binding sites

PAR-CLIP data were downloaded from the GEO. After read alignment by Bowtie, binding clusters were identified using PARalyzer with default settings [24]. Cluster densities of all circular exons were calculated and compared to those of their linear neighboring exons. To avoid biases, only coding exons were considered. To quantify miRNA targets sites, exonic segments within each circRNA were concatenated using the transcript models built from all ENCODE cytosolic RNA-seq data, and numbers of canonical miRNA sites (7mer-A1, 7mer-m8, and 8mer sites) [7] for the 87 miRNA families conserved across vertebrates and 66 miRNA families conserved across mammals were quantified for each circRNA. To estimate the distribution of sites expected by chance, the procedure was repeated using 1,000 cohorts consisting of 87 or 66 control *k*-mers. To select a control *k*-mer, each 8mer site was randomly permuted to preserve its mononucleotide composition. Permutated sequences were chosen if they preserved the CG dinucleotide number and possessed an A at the 3′-most nucleotide. Collectively, these constraints served to select control *k*-mers with similar expected genome-wide abundance.

### Data availability

RNA-seq and RPF data of human U2OS cells have been deposited in GEO under accession number GSE51584.

## Additional files

Additional file 1: Table S1. Non-poly(A)-selected RNA-seq data used in this study. Additional file 2: Figure S1. Sequence characteristics of circular junctions. Additional file 3: Table S2. Human circRNA catalog. Additional file 4: Figure S2. Length distribution of circRNAs. Additional file 5: Figure S3. Comparison between circRNA annotations. Additional file 6: Figure S4. Relationship between number of circRNAs detected in each sample and sequencing depth. Additional file 7: Figure S5. Subcellular localization of circRNAs in K562 cells. Additional file 8: Table S3. Mouse circRNA catalog. Additional file 9: Figure S6. Enrichment in circRNAs from human orthologs of mouse genes for which circRNAs were found. Additional file 10: Figure S7. Protein-coding-independent conservation of circRNAs. Additional file 11: Figure S8. Frequency of crosslinking clusters observed in circRNAs compared to that of clusters observed in their neighboring exons. Additional file 12: Figure S9. Sites for mammal-specific miRNA families found within each circRNA.

## Abbreviations

circRNA: circular RNA
FPKM: fragments per kilobase of transcript per million fragments sequenced
GEO: Gene Expression Omnibus
lincRNA: long intervening non-coding RNA
miRNA: microRNA
ncRNA: non-protein-coding RNA
RPF: ribosome protected fragment
UTR: untranslated region
ZNF: zinc finger

How the deposited data were processed for this re-analysis (not part of the article)

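Non-poly(A)-selected RNA-seq, poly(A)-selected RNA-seq and ribosome profiling were performed on U2OS cells 32 h after mock transfection or transfection with miR-1 or miR-155, which gave 9 libraries of 3 types. The samples were mapped from their labels, and the library types also from the paper. The authors' table has 1 set of values per library type. Whether the 3 transfections were pooled, or only some of them used, is not given in the sources used here, so the table was treated as 1 observation per library type and no test compares conditions. No column of per-sample values was left unused.

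The counts in the table are raw whole-number counts of reads at the splice donor, at the splice acceptor and across the circular junction, made by the authors and deposited without normalization. For the samples of the catalog, the paper's methods state mapping to hg19 with Bowtie, allowing 2 mismatches, removal of PCR duplicates, and counting of reads that contain the 20 nt beside the donor, the 20 nt beside the acceptor, or both. For the comparison of RNA-seq and ribosome profiling in U2OS cells they state 20-nt sequences with 10 nt on each side of a junction, and the table does not say which of these windows its RNA-seq counts use. Tool versions are not given in the sources used here. The circRNAs are members of the catalog made from other samples, and the table lists those with a junction-spanning read in the non-poly(A)-selected data. The deposited circular fraction is a ratio that the authors computed from these counts. In each library type it equals 2 times the junction reads over the sum of donor reads, acceptor reads and 1 for all 598 circRNAs, whereas in the non-poly(A)-selected data the formula printed in the methods gives the deposited value for 5. The deposited ratio was used as it stands. The flag that calls a circRNA present in a library type is true exactly where donor, acceptor and junction reads are all above 0, and it is true for 18 circRNAs in the poly(A)-selected data, while 20 have junction-spanning reads. The latter number was used.

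Depth is known only at the circRNA ends, since library totals were not analysed here. Donor and acceptor counts summed to 21937 in the non-poly(A)-selected data, 14298 in the poly(A)-selected data and 27798 in the ribosome profiling data. A splice site used by several circRNAs enters these sums once for each. Shares carry exact Clopper-Pearson 95% confidence intervals and sums of reads exact Poisson intervals. A count of 0 was taken to allow up to 3 reads. Intervals and limits cover counting error only.

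The reads expected across circular junctions in a second library were computed as the ratio of donor and acceptor reads between the libraries multiplied by the junction-spanning reads of the circRNAs with at least 2. Leaving out the single reads corrects for circRNAs being listed only when a read was seen. It does not correct for the choice of circRNAs with RPF reads at both splice sites. The number expected in the ribosome profiling data was part of the design. The correction for single reads, the search for linear matches and the number expected in the poly(A)-selected data were added after the counts had been seen. Fisher's exact test on the summed junction and linear reads was also part of the design, and is not used because circRNAs are listed only with a junction-spanning read in the non-poly(A)-selected data. The calculation was tested on simulated data for 598 circRNAs in 200 simulations. For poly(A)-selected against non-poly(A)-selected data with a set share of 2%, the mean recovered share was 1.99%, and for ribosome profiling with a set share of 100% it was 100%. With single reads kept, the latter was 92.4%.

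Starts were read as 0-based after testing both offsets for GT and AG at the ends, and coordinates are printed 1-based. Ends were compared with the exons of GENCODE release 44 mapped to GRCh37, with no tolerance. Where both ends lay in 1 transcript, exon numbers come from that transcript, the canonical one where it fitted. The 20-nt segments at each end, and the 20-nt sequence with 10 nt on each side of each circular junction, were searched for exact matches on both strands of GRCh37, and the junction sequence also in the annotated transcripts with up to 2 mismatches. Control junctions joined each donor to the acceptor of another circRNA. The search found 200 of 200 words planted in random sequence and 0 of 100 that were not planted. Such matches were taken as the paralogous junctions that the paper sets aside, because the paper's list of them was not used here.

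The rule for naming circRNAs was the genes the paper names, the 10 with the most junction-spanning reads, the 10 with the highest circular fraction among those with at least 5 junction-spanning reads, up to 10 detected in each of the poly(A)-selected and ribosome profiling data, and the 5 loci with the most circRNAs. The paper names ANKRD28, ATF7IP, CDR1as, ZNF91 and PHF21A. No value is given for a circRNA matched only by its host gene. The circRNAs of RTN4, ARHGAP12, MED13L, OSBPL10, SPECC1, MIB1 and FBXO25 and the repeated entries, which lie outside the rule, were named after their values were seen. Permutation tests used 100000 resamples. Alternatives covered the minimum of junction-spanning and informative reads, the formula of the circular fraction, merging of circRNAs by locus or within 10 nt, the genomic span, thresholds of the circular fraction, the minimum of RPF reads, paralogous junctions, the pseudocount, and the tolerance and gene types of the annotation. Leaving out a transfection and scaling by library totals were not run, because the table holds 1 column per library type and no totals. The circRNAs detected only in poly(A)-selected data were not analysed here, because the table lists those with a read in the non-poly(A)-selected data. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9.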

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

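The tests in this part were all chosen after the RPF counts had been seen. Outside the circRNAs with RPF reads at both splice sites, which the paper's analysis of translation is about, 4 circRNAs had RPF reads across the circular junction, and 2 of them had more than the 3 reads that a count of 0 allows.

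An entry with a donor in ZNF451 and an acceptor in KIAA1586 (chromosome 6, 56915572 to 56955692) had 7 RPF reads across the junction, 0 RPF reads at its donor and 13 at its acceptor. Its 20-nt junction sequence occurs exactly in annotated linear transcripts of 2 genes, KIAA1586 and ZNF451, and it had 11 junction-spanning reads in the poly(A)-selected data. Reads from linear transcripts are a candidate explanation with that test in its favour, and none of 598 control junctions had such a match. No biological explanation was tested.

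A circRNA of exons 2 to 5 of MAN1A2 (chromosome 1, 117944808 to 117963271) had 4 RPF reads across the junction, with 11 junction-spanning reads in the non-poly(A)-selected and 2 in the poly(A)-selected data. It had 0 RPF reads at its donor and 21 at its acceptor. No annotated linear transcript holds its 20-nt junction sequence AGGAGAGGAGGGAAGAGGAA, so the number of annotated genes with it is 0, which argues against annotated linear transcripts that hold the junction sequence as the source. The sequence is made only of A and G and occurs at 3 other places in the genome, all on chromosome 2, of which 1 lies in GYPC outside its exons and the others in no annotated gene. Transcripts from these other genomic places that hold the junction sequence stay open, because the reads themselves were not analysed here. Ribosomes on MAN1A2 circRNAs stay open too. The other 2 MAN1A2 circRNAs, which use the same acceptor, had 19 junction-spanning RNA-seq reads and 0 RPF reads across their junctions. If RPF reads fell on the 3 circRNAs in proportion to RNA-seq reads, all 4 would fall on this one with a one-sided exact binomial p of 0.0181. With 4 reads from 1 set of libraries, and a circRNA chosen for its count, the explanations cannot be told apart.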

How the results depend on the processing

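The alternatives were fixed before the data were examined, apart from those named here as chosen after seeing the data. Of 71 alternative values, 43 stayed within the counting interval of the main value and 28 moved beyond it. For a number of circRNAs, loci or reads, the limit was 1.5 times the main value. The 28 include the tolerance of 5 nt at exon boundaries, whose value was fixed in advance. None reversed a direction, but only the median log2 RPF to RNA-seq ratio has a sign that could reverse. For the other results this says nothing.

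Requiring at least 2 or at least 5 junction-spanning reads left 368 and 143 of the 598 circRNAs. With the same minimum in both library types, 10 and 5 instead of 20 were detected in the poly(A)-selected data, since fewer reads pass. The share detected then stayed within its interval, at 2.72% and 3.50% against 3.34%. This depends on raising the minimum in both library types. With at least 5 reads in the non-poly(A)-selected data and 1 in the poly(A)-selected data, the share was higher. In that case 6 of 136 circRNAs without a linear match, and all those with a match, were detected. The count of 20 was 17 with 1 circRNA per locus, and between 17 and 20 at a circular fraction of at least 1%, 5% or 10% in the poly(A)-selected data. By the authors' presence flag it was 18, and with identical coordinates counted once it was 20, both chosen after seeing the data, as was the latter setting for the circRNAs with RPF reads at both splice sites, 246 instead of 250. Leaving out the 10 circRNAs whose junction sequence occurs in an annotated linear transcript, an alternative chosen after seeing the data, left 10, or 1.70%. Keeping these raised the poly(A) junction reads from 1.69% to 8.72% of the number expected without depletion, and leaving out the circRNA of ENSG00000283352, whose end segments are repeated in the genome, lowered them to 1.01%, both chosen after seeing the data. Keeping single reads or scaling each circRNA by its own depth, also chosen after seeing the data, left that share within its interval.

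The median circular fraction of 21.1% was 47.6% with at least 5 junction-spanning reads, a filter that by construction favours high fractions, 11.3% with at least 20 informative reads, which favours strongly expressed linear RNA, and 18.2% as junction reads over junction plus mean linear reads. It was 11.4% by the formula printed in the methods, added after seeing the data, with 10 circRNAs left out because its denominator is not above 0. That formula assumes donor and acceptor counts that include junction-spanning reads, which fails for 121 circRNAs, so its values are not the catalog's measure. The share of circRNAs at or above 10% was 96.5%, 51.5% and 55.8% with at least 5 junction-spanning reads, with at least 20 informative reads and by the formula of the methods, against 73.4%. At thresholds of 5%, 20% and 50% the share was 89.6%, 52.8% and 22.9%. Setting values above 100% to 100%, chosen after seeing the data, changed neither the median nor the share at or above 10%.

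With at least 5 RPF reads at each end, 160 circRNAs had RPF reads at both splice sites instead of 250. RPF reads across circular junctions numbered 0 over the 245 circRNAs, 4 over all circRNAs without a linear match and 144 over the 250 with paralogs kept. The 1700 RPF reads expected at the linear rate became 1073 with the median ratio over circRNAs, 1101 with the ratio over all circRNAs without a linear match, which are not chosen for RPF reads, and between 1285 and 1862 in the other settings, all chosen after seeing the data. The median log2 RPF to RNA-seq ratio of -1.0 was -1.58 and -0.94 with a pseudocount of 0.5 and 2, and -1.42 with at least 5 RNA-seq reads, and stayed below 0 in each. With starts read as 1-based, GT and AG flanked 0% of the circRNAs. With a tolerance of 5 nt, 100% were counted with both ends at annotated exon boundaries, against 95.8% with no tolerance. The 100% was fixed in advance, because the search with this tolerance counted every end as a match, whatever the annotation. It even includes a circRNA with no annotated gene on its strand (chromosome 11, 38891627 to 38906764). How many ends lie within 5 nt of a boundary is therefore not known. The cause of these changes was not tested beyond what the settings themselves explain.

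No paired analysis was possible because the table has 1 column per library type. For the same reason the alternatives that leave out a transfection were not run, nor was scaling by library size, which needs library totals. The number detected only in poly(A)-selected data was not analysed here. Depth limits single circRNAs most, as 230 of 598 rest on 1 junction-spanning read, while sums over circRNAs have intervals narrow enough to tell 1.69% or 1.01% from 100% retention.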

Differences from the paper's values

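The paper sets aside 12 circRNAs as false positives from adjacent paralogs in the ribosome profiling analysis. In the deposited table, 5 circRNAs with RPF reads at both splice sites have RPF reads across the junction. The alternative set before the data were examined, over all circRNAs, gives 9, within 1.5 times of the paper's number, but it does not count the same circRNAs, since 4 of the 9 lack RPF reads at a splice site and 1, of MAN1A2, has no match to a linear transcript.

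The highest circular fraction is about 1 in the paper's Fig. 2D for the non-poly(A)-selected data, read by eye, against 5.33 in the deposited table, and about 1 for the poly(A)-selected data in Fig. 2D, against 2.00 in the table. The axis of the panel ends at about 1 in Fig. 2D, so higher values would not be visible there, and whether they were left out or changed is not given in the sources used here. Taking junction reads over junction plus mean linear reads, set before the data were examined, gives 0.889 and 1, both within 1.5 times of the figure's value. Leaving out the added 1 gives 8.00 and 2.00, which are not. In this setting the poly(A) fraction of the MED13L circRNA is undefined, because it had no poly(A) read at its donor or acceptor. Setting values above 1 to 1, which was chosen after seeing the values, gives 1 for both, with none of the 598 circRNAs dropped. The medians and upper quartiles of the non-poly(A)-selected data read from the same panel do not differ by this measure.

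The paper gives 7112 circRNAs for its catalog, Table S2A, and the copy used here holds only the first 1997.

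The formula in the paper's methods subtracts junction reads from the sum of donor and acceptor reads and adds 1, with no factor of 2. The deposited fractions equal it for 5 of 598 circRNAs in the non-poly(A)-selected data, and equal 2 times the junction reads over the sum of donor reads, acceptor reads and 1 for 598. The paper also gives a larger number of U2OS circRNAs for the translation analysis than for the poly(A) analysis, while the deposited table has 598 circRNAs for both.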

Other observations

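The tests in this part were all chosen after the counts had been seen, and circRNAs are not independent replicates in any of them.

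The circRNAs detected in the poly(A)-selected data fall into several kinds. The 10 whose junction sequence occurs in an annotated linear transcript were all detected, against 10 of the other 588 (two-sided Fisher's exact test, p = 1.24e-16), so linear transcripts of neighbouring or repeated exons are a candidate explanation for them. The 10 others had a median of 9 junction-spanning reads in the non-poly(A)-selected data, against 2 for those not detected (two-sided permutation test, p = 0.000160), and 4 of the 10 had no more than that median of 2. Carry-over of abundant circRNAs through poly(A) selection may explain part of them, although trans-spliced RNAs would also be seen more often where they are abundant. For 9 of the 10, no annotated transcript lies 1 mismatch away from the junction sequence, which argues against such a transcript as their source. For 1, the MAN1A2 circRNA of exons 2 to 6, an annotated transcript lies 1 mismatch away, and it stays open, as 15 of 598 control junctions have one too.

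A circRNA of exons 11 to 15 of KIF4A (chromosome X, 69561649 to 69573657) had 1 junction-spanning read in the non-poly(A)-selected data and 3 in the poly(A)-selected data, with 1 and 18 donor reads. Given its 4 reads in all, at least 3 in the poly(A)-selected data have a one-sided exact binomial p of 2.41e-06 at the rate of the circRNAs of other genes without a linear match, 0.854 poly(A) reads per 100 non-poly(A) reads, or 0.00142 when multiplied by the 588 circRNAs, since it was chosen for its excess. With 1 non-poly(A) read it is not abundant, and a common rate leaves its excess unexplained. Some circRNAs had higher observed rates. At the rate of the MAN1A2 circRNA of exons 2 to 5, 18.2 per 100, p is 0.0129, and at that of the ENSG00000283352 circRNA, 31.0 per 100, whose reads can come from other genomic copies, p is 0.0437, and neither would pass when multiplied by 588. These values cover counting error only. Carry-over of abundant circRNAs stays open, because its rate may differ between circRNAs. A polyadenylated RNA with this exon order was not tested. For the circRNA of the noncoding gene ENSG00000283352, with 29 and 9 junction-spanning reads, reads from other genomic copies of its splice sites stay open, since the 20-nt segment at its acceptor occurs at 17 places in the genome. No biological explanation was tested for these patterns.

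The deposited donor and acceptor counts do not behave as counts of all reads with the flanking segment. In the non-poly(A)-selected data, 121 of 598 circRNAs have more junction-spanning reads than donor or acceptor reads. For these 121, the donor and acceptor counts cannot both include every junction-spanning read, whereas the formula in the methods assumes that they do. If the counts hold linear reads only, junction reads over junction plus mean linear reads may be the closer estimate of a fraction, and its median was 18.2%.

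Table S2B of the paper lists 57 circRNAs with consistently high circular fractions, and the 20-nt junction sequences of 7 of them, 12.3% (Clopper-Pearson 95% confidence interval 5.08% to 23.7%), occur exactly in annotated linear transcripts, of FBN1, KCTD5, BMPR2, CNNM3, AP1B1, RRP7A and ARSD. In the first 1997 of the paper's 7112 circRNAs of Table S2A it was 10, or 0.501% (0.240% to 0.919%). The copy of Table S2A is partial, so the shares were not tested against each other. In the U2OS data, 14 of the 57 are listed and 4 of these have such a match. The hypothesis that linear transcripts raise the junction count was tested on the U2OS circRNAs outside Table S2B, with entries of identical coordinates, and the matching GSTM entries, counted once. The median circular fraction was 76.5% for the 5 with a match and 20.7% for the 573 without (two-sided permutation test, p = 0.0111). A match to a linear transcript may therefore be worth checking for circRNAs with high circular fractions. No biological explanation was tested.

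The circular fractions of U2OS cells had little rank correlation with the average circular fractions of the paper's catalog. Over 151 circRNAs found among the first 1997 of Table S2A, Spearman's rho was 0.0428 (permutation p = 0.602, adjusted 0.602) and Pearson's r was 0.173 (permutation p = 0.0319, adjusted 0.0957). Without the 2 circRNAs farthest from the median catalog average, r was 0.119. With at least 20 informative reads, 70 circRNAs gave rho = 0.123 (permutation p = 0.311, adjusted 0.373) and r = 0.413 (permutation p = 0.00554, adjusted 0.0332), which fell to -0.00900 without the 2 farthest, so this relation rests on them. With at least 50 informative reads, 24 circRNAs gave rho = 0.375 (permutation p = 0.0712, adjusted 0.142) and r = 0.248 (permutation p = 0.238, adjusted 0.358), which fell to 0.0194 without the 2 farthest. The adjustment is Benjamini-Hochberg over these 6 correlations across circRNAs. When reads were simulated with the catalog average as the true fraction, at the depth of each circRNA and with at least 1 junction-spanning read, the median rho was 0.680 in 1000 simulations (95% of them between 0.624 and 0.724), and 0 of them had a rho as low as the observed one. With at least 20 and at least 50 informative reads the simulated medians were 0.848 and 0.938, again with 0 as low as observed. With the formula of the methods in the simulation the medians were 0.643, 0.828 and 0.924, with 0 as low in each. This argues against counting noise at the depth of the U2OS data as the whole cause. Error in the catalog averages and the difference in cell type were not tested here. In the paper, circular fractions correlated across cell types almost as well as across biological replicates. That was for circRNAs with a minimum of reads at both ends in every sample, which the 151 did not have to meet. Both explanations stay open.

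Circular fractions were not lower where the 20-nt segments are repeated in the genome. Of the 598 circRNAs, 87 have a donor or acceptor segment that occurs more than 1 time in GRCh37, up to 95 times for an acceptor segment. Without linear matches, the median fraction was 20.7% for the 78 with a repeated segment and 20.7% for the others (two-sided permutation test, p = 1). Reads from other genomic copies of the splice sites may still affect single circRNAs.

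Some entries of the table repeat. Of 598 circRNAs, 593 have distinct coordinates, as 5 coordinates are listed more than once with the same counts, for LDLRAD3, SDHAF2, ANKRD11, COMMD1 and EHBP1. A circRNA of FBXO25 (chromosome 8, 381341 to 385707) and one of ENSG00000290784 (chromosome 1, 741179 to 745550) have the same 9 counts, as do the GSTM entries.

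The 558 U2OS circRNAs with both ends in 1 transcript had a median of 3 annotated exons, and 75.6% had fewer than 5. The median exonic length of the 558 was 442.5 nt. The 558 consisted of CDS only in 75.3% (Clopper-Pearson 95% confidence interval 71.5% to 78.8%) and of 5'UTR and CDS in 19.7%. All 598 came from 522 loci by overlap on 1 strand, of which 60 gave at least 2 circRNAs. The most at 1 locus was 6, at UBAP2 (chromosome 9, 33948372 to 33973235). Several loci followed with 3 each, so the naming rule selects no others.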
